A study of Arabidopsis thaliana with 3 samples.

How the data were processed

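Hi-C libraries had been made from 10-day-old seedlings with the Arima kit and sequenced as read pairs, per the labels' protocols. There was 1 library of Col-0 wild type and there were 2 of ndx1-4. The data used here were a single processed table that compares the genotypes over 25 kb bins of the TAIR10 genome, the build named in the labels. Values per library were not used, because the table holds 1 column per genotype.

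The interaction frequency columns are an adjusted signal per bin pair and genotype, per the file headers. Their values are not whole numbers and were not treated as counts. The fold changes are on the log2 scale per the file headers, and were checked to equal the log2 of the ndx1-4 over the Col-0 interaction frequency for each pair. The p-value column is adjusted for multiple tests per the file headers. The aligner, the normalization, the test, the number of pairs tested and the way the ndx1-4 libraries were combined are not stated in the labels or the headers. Every adjusted p in the deposited table was under 0.05 and every interaction frequency at least 1.00, so the table was treated as a filtered list of calls. The authors' adjusted p and fold changes were used as deposited.

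The plan, fixed before the data were examined, covered both a table of read counts per library and a table of results. Since the table held results, no test was fitted to the libraries, and no analysis of the spread between replicates was made. The count and direction of the authors' calls, the classes of pairs, the windows, the distance classes and the rotation test were also fixed before the data were examined, as was the rule for what the text names. By that rule the text names the 3 pairs with the largest gain and the 3 with the largest loss by log2 fold change, the 3 bins in the most gained and the 3 in the most lost pairs, and the bins of NDX and FLC. The regions of 1 Mb on each side of NDX and of the most gained bin, the patches, the comparison of shares and the check for organelle-like sequence were chosen after the data were examined.

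Bin starts in the table count from 0 and were converted to 1-based positions. The largest bin ends equalled the lengths of chromosomes 1 to 4 in the reference genome TAIR10.1 (30427671, 19698289, 23459830 and 18585056). The largest listed end on chromosome 5 was 26975000, where the reference ends at 26975502. Gene positions were taken from the reference annotation of that assembly. A bin was pericentromeric if its midpoint lay within 3 Mb of the centre of the centromere (15, 4, 14, 4 and 12 Mb for chromosomes 1 to 5). Pairs were classed as pericentromeric, arm, or joining a window to an arm, separately within and between chromosomes.

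Differences in median log2 fold change between classes within chromosomes were tested by a two-sided permutation test. It rotated each chromosome's window by an independent random offset 10000 times. Its p is the share of rotations with a difference at least as far from 0 and describes these libraries, since bin pairs are not replicates. The share of gained pairs was given with a 95% Wilson interval, which covers counting error only. The difference between pairs between and within chromosomes and the correlation with distance were given a 95% range from 1000 draws of a block bootstrap over squares of 1 Mb by 1 Mb. Patches were called pairs of the same direction that touch at a side or a corner of the contact map. Depth per library is unknown, so no interval that needs it was given.

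Organelle-like bins were found by comparing the 31-mers of each nuclear bin, on both strands, with the mitochondrial and plastid genomes of the reference. A bin with at least 1% of its 31-mers in either was called organelle-like, which applied to 24 of 4769 bins. The 112 bins within 0.1 Mb of one were called near. The repeat content of a bin was the percentage of its 31-mers that occur elsewhere in the nuclear genome.

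The rotation test, the patch finder and the 31-mer search were tested on simulated data. Over 60 simulations of 9672 pairs within chromosomes with 200 rotations each, the test on medians called 1.67% of data sets without a difference and 58.3% of those in which pericentromeric patches were gained with a chance of 0.8. The test on shares called 0% and 98.3%. The patch finder recovered 3 of 3 planted patches.

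The alternatives were a stricter adjusted p of 0.01, a minimum absolute log2 fold change of 1, removal of the 25% of pairs with the lowest abundance or of pairs under 0.1 Mb apart, other centrings, windows of 2 Mb and 5 Mb or from gene density (gene count smoothed over 1 Mb below 50% of the chromosome's median), matching for distance, the mean in place of the median, and leaving out each chromosome. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.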

Results

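The chromatin contacts of 10-day-old Arabidopsis thaliana seedlings were measured by Hi-C, an assay in which crosslinked DNA ends that lie close together in the nucleus are ligated and sequenced as pairs. Wild-type plants of the Col-0 accession gave 1 library, and plants carrying the ndx1-4 allele of NODULIN HOMEOBOX (NDX, AT4G03090) gave 2 libraries. The contacts are listed in the authors' deposited table as pairs of 25 kb bins, each with 1 adjusted interaction frequency per genotype, a log2 fold change of ndx1-4 over wild type and an adjusted p. The 2 ndx1-4 libraries share 1 column, and wild type has 1 library, so no value below carries a spread between replicates. The number of reads behind each library or bin pair is not given in the sources used here, and the depth is therefore unknown. Coordinates are 1-based positions in the TAIR10 build.

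The comparison of ndx1-4 with wild type addresses whether loss of NDX changes genome folding, and the series title places the question in heterochromatin. The authors' deposited table held 32257 bin pairs, and each had an adjusted p below 0.05 and an interaction frequency of at least 1.00 in both genotypes. It is thus a list of called differences, and bin pairs without a call were not analysed here. Of the 32257 called pairs, 20519 had a higher interaction frequency in ndx1-4 (gained pairs) and 11738 a lower one (lost pairs). The share of gained pairs was 63.6%, with a 95% Wilson interval of 63.1% to 64.1% that treats pairs as independent, which neighbouring pairs are not. The alternative that moved this share most was a minimum absolute log2 fold change of 1, with 98.1% of 2085 pairs gained. Counting each patch of touching pairs of the same direction once turned it below even shares, to 44.3% of 5721 patches. The smallest absolute log2 fold change in the authors' deposited table was 0.34, and the values ran from -1.81 to 2.43. Pairs with an interaction frequency under 1.00 in either genotype are not listed, and the median between chromosomes was 1.62 in wild type. A pair near 1.00 in wild type can be listed with a large gain but not with a large loss. The reverse holds for a pair near 1.00 in ndx1-4. How far this limit shaped the gained shares and the range of fold changes cannot be told from the listed pairs. The called pairs involved 4538 of the 4769 bins of the nuclear genome, with a median of 5 pairs per bin, a maximum of 980 and 90 bins with more than 100.

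Called pairs within chromosomes numbered 9672, of which 5045 were gained and 4627 lost. Pairs between chromosomes numbered 22585, of which 15474 were gained and 7111 lost. They made up 0.411% of the possible bin pairs within chromosomes and 0.250% of those between chromosomes. In the authors' deposited table the median interaction frequency of the called pairs within chromosomes was 69.2 in wild type and 60.7 in ndx1-4. Between chromosomes it was 1.62 and 2.13 in that order, again in the authors' deposited table.

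The called pairs were concentrated on a pair of regions, as the map of called pairs shows. Bins within 1 Mb of NDX on chromosome 4 took part in 12677 pairs, or 39.3% of the table, of which 5751 were gained and 6926 lost. Bins within 1 Mb of the bin called most gained, on chromosome 1, took part in 9007 pairs (27.9%), of which 8721 were gained and 286 lost. That bin had 317 gained pairs, and an adjacent bin tied with it. Together the regions accounted for 21684 pairs (67.2%). Of the 10573 pairs that touched neither region, 6047 were gained and 4526 lost, a gained share of 57.2%. Between chromosomes, the region around NDX had 4213 gained and 6312 lost pairs, and the chromosome 1 region had 8592 gained and 132 lost pairs. The combination of chromosomes 1 and 3 alone held 5897 called pairs, 5859 of them gained, and that of chromosomes 4 and 5 held 3694, of which 2750 were lost. The regions were defined after the table was examined.

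**Figure D1:**
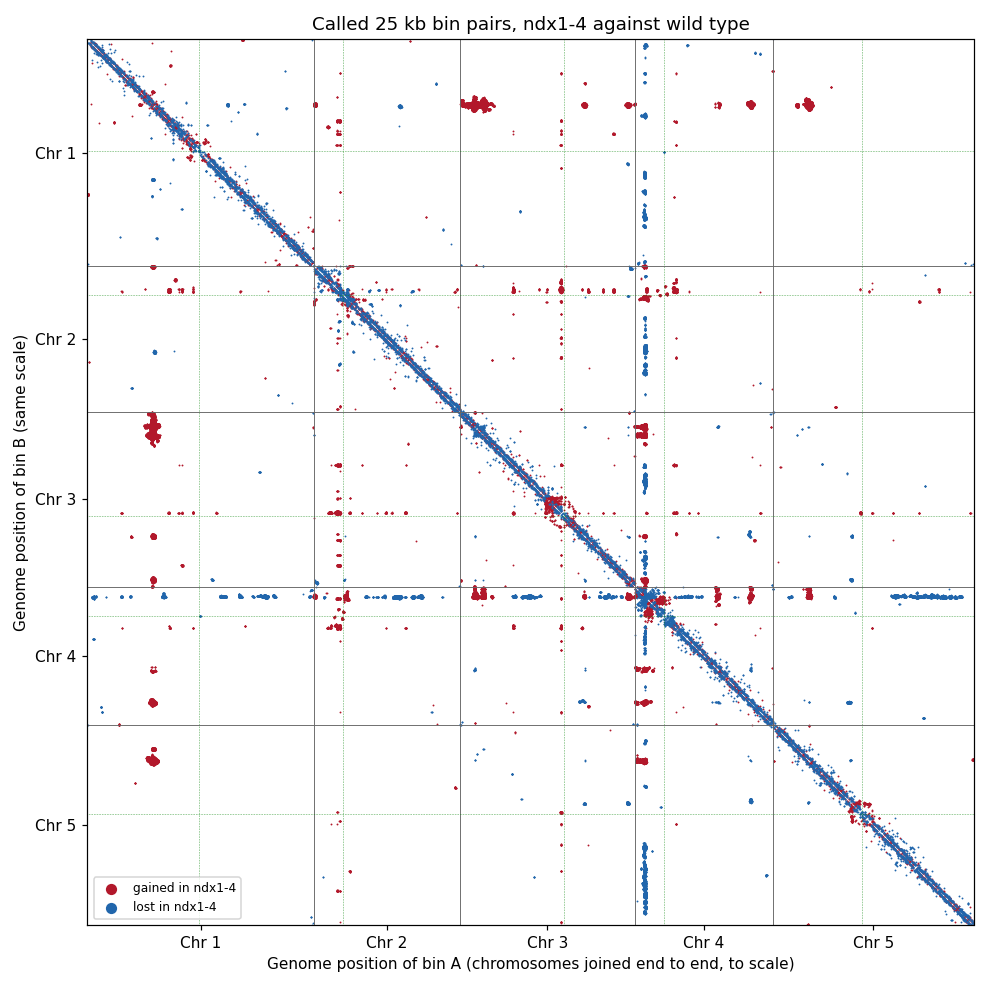
Called 25 kb bin pairs by the genome positions of their bins (both axes: the 5 chromosomes joined end to end, to scale), with pairs gained in ndx1-4 in red and lost pairs in blue. Lines of pairs run from the region around NDX on chromosome 4 (12677 pairs) and from a region of chromosome 1 (9007 pairs) across the other chromosomes.

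To ask whether pericentromeric heterochromatin differed from the chromosome arms, pairs were classed by windows of 3 Mb on each side of each centromere's centre. The window of chromosome 4 runs from 1 to 7 Mb and so includes the bin of NDX, whose pairs count as pericentromeric at that end. Within chromosomes, 2460 called pairs had both ends in such a window, and 1229 of them were gained and 1231 lost. They were 1.72% of the possible pairs of that class, against 0.393% for the 5315 arm pairs, of which 2518 were gained and 2797 lost. Possible pairs inside a window are closer together than those across whole arms. Most calls were at short range, with 6252 of the 9672 called pairs within chromosomes 0.1 to 1 Mb apart. Without matching for distance, the percentages do not show that pericentromeric pairs were called more often. Pairs that joined a window to an arm of the same chromosome numbered 1897, with 1298 gained and 599 lost, but these lay in 133 gained and 249 lost patches. The median log2 fold change in the authors' deposited table was -0.34 for pericentromeric pairs and -0.35 for arm pairs, a difference of 0.016. In a two-sided permutation test that rotated the windows along their chromosomes 10000 times, this difference had a p of 0.719. Leaving out chromosome 4 gave 0.78 with a permutation p of 0.0065, and leaving out chromosome 3 or chromosome 5 gave -0.019 or -0.0066. Without pairs touching the region around NDX it was 0.74 with a permutation p of 0.0879. Because no value lies between -0.34 and 0.34, a median over pairs of both directions moves from one sign to the other with a small change in their proportions. The gained shares, 49.96% of the pericentromeric and 47.4% of the arm pairs, differed by 2.58 percentage points (permutation p 0.782).

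For pairs joining a window to an arm within a chromosome, the median log2 fold change in the authors' deposited table was 0.53, which exceeded that of arm pairs by 0.89. The rotated windows gave a median difference of 0.87, and the permutation p of the observed difference was 0.416. Without pairs touching the region around NDX the difference was -0.058, and without chromosome 4 it was -0.063. With all chromosomes kept, matching for distance left a difference of 0.0035, and windows of 2 Mb one of 0.086. Windows of 5 Mb gave 0.93, and windows set by gene density 0.82. The rotation test did not separate the difference from that of other window positions.

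Between chromosomes, 2036 of 2203 pairs with both ends in a pericentromeric window were gained, a share of 92.4%. Of 10083 arm pairs between chromosomes 9684 were gained (96.0%), whereas 6545 of 10299 pairs joining a window to an arm of another chromosome were lost. Leaving out pairs that touch the regions around NDX and on chromosome 1 changed these classes unequally, as the bar chart of classes shows. The pericentromeric class kept 1452 pairs with 95.04% gained, the arm class 644 pairs with 66.8% gained, and the class joining windows to arms 1240 pairs with 69.3% gained. Over patches the classes looked different. Before this exclusion the arm pairs lay in 53 gained and 52 lost patches, the pericentromeric pairs in 52 and 9, and those joining windows to arms in 68 and 71. After it the arm pairs lay in 30 gained and 44 lost patches, the pericentromeric pairs in 44 and 4, and those joining windows to arms in 54 and 14. These shares were not tested. Many of the remaining gained pairs between chromosomes had an end near sequence that resembles the organelle genomes, which applied to 82.5% of the 2334 gained pairs with both ends more than 1.5 Mb from NDX and from the most gained bin.

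**Figure D2:**
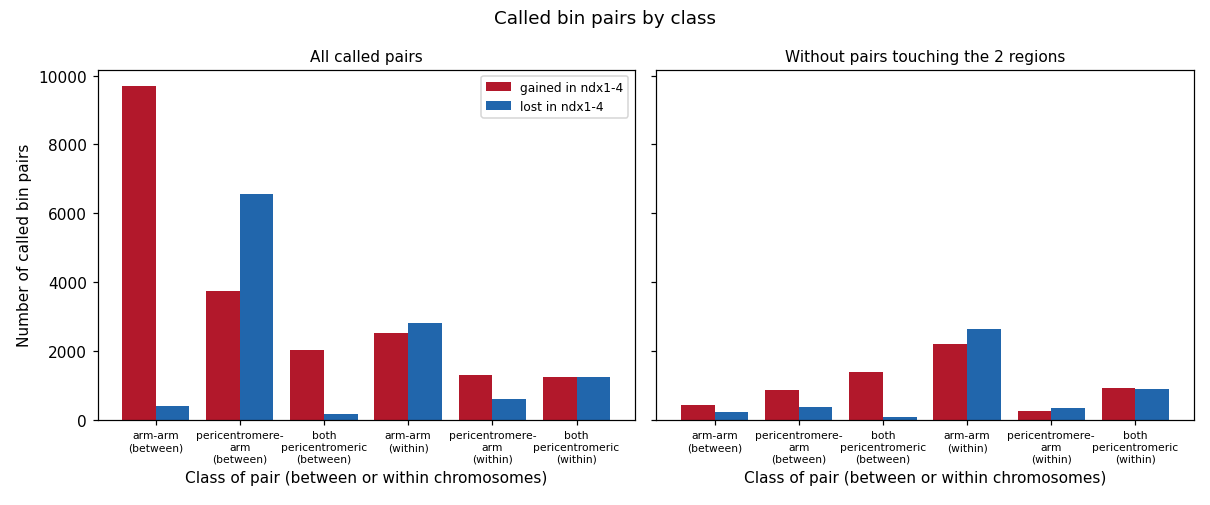
Number of called bin pairs (vertical axis) per class of pair, gained in red and lost in blue, for all called pairs and for those touching neither the region around NDX nor the chromosome 1 region. Arm pairs between chromosomes fall from 9684 gained to 430 gained, and pericentromeric pairs between chromosomes from 2036 to 1380.

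The median log2 fold change of pairs between chromosomes exceeded that of pairs within chromosomes by 0.12 in the authors' deposited table (0.51 against 0.39). A block bootstrap over 1 Mb squares gave a 95% range of 0.062 to 0.89 for this difference. Compared only with pairs within chromosomes more than 5 Mb apart, the difference was -0.043.

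Within chromosomes, the proportion of gained pairs differed with the distance between the bins. The 25 called pairs less than 0.1 Mb apart were all lost, and all of them were pericentromeric pairs, in 11 patches. From 0.1 to 1 Mb, 2632 pairs were gained and 3620 lost. From 1 to 5 Mb, 737 were gained and 575 lost, and beyond 5 Mb 1676 were gained and 407 lost. Counted as patches, 2119 were gained and 2744 lost from 0.1 to 1 Mb, 205 and 276 from 1 to 5 Mb, and 45 and 34 beyond 5 Mb, so that the excess of gained pairs from 1 to 5 Mb was not present over patches. Across called pairs, which are not independent replicates, Spearman's rho between distance and the log2 fold change in the authors' deposited table was 0.292, with a block bootstrap range of 0.044 to 0.498. Without chromosome 4 rho was 0.0099, and without pairs touching the region around NDX it was 0.0774. The relation across all pairs thus rested on chromosome 4, and largely on pairs of that region. Among pericentromeric pairs 1 to 5 Mb apart, 544 were gained and 196 lost (138 and 33 patches), whereas arm pairs at that distance had 127 gained and 206 lost (49 and 164 patches). All 49 pericentromeric pairs more than 5 Mb apart were lost, in 3 patches.

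Of all called pairs, the largest gain joined the bin at 3075001 to 3100000 of chromosome 3 to the bin at 1350001 to 1375000 of chromosome 4, which holds NDX. In the authors' deposited table its interaction frequency was 1.04 in wild type and 5.60 in ndx1-4, with a log2 fold change of 2.43 and an adjusted p of 4.15e-80. The next gains joined the neighbouring bin at 3100001 to 3125000 of chromosome 3 to the same chromosome 4 bin, and the first chromosome 3 bin to chromosome 4 at 1325001 to 1350000. Their log2 fold changes in the authors' deposited table were 2.37 and 2.36. The largest loss joined chromosome 3 at 22500001 to 22525000 to chromosome 5 at 10625001 to 10650000. Its interaction frequency in the authors' deposited table was 5.64 in wild type and 1.61 in ndx1-4, with a log2 fold change of -1.81 and an adjusted p of 4.71e-45. The next losses joined adjacent bins of the same places, chromosome 3 at 22525001 to 22550000 with the same chromosome 5 bin and the first chromosome 3 bin with chromosome 5 at 10650001 to 10675000. They had log2 fold changes of -1.70 and -1.62 in the authors' deposited table. Each set of 3 pairs therefore came from a single place on each chromosome.

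The bins with the most gained pairs were adjacent on chromosome 1. The bin at 8675001 to 8700000, with 9 protein-coding genes, had 317 gained and 13 lost pairs. The bin at 8700001 to 8725000 had 317 gained and 15 lost pairs, and that at 8725001 to 8750000 had 307 and 14. The bins with the most lost pairs were those of NDX and its neighbours. The bin of NDX had 980 called pairs, more than any other bin, of which 752 were lost and 228 gained, and 792 joined it to other chromosomes. The median log2 fold change of its pairs in the authors' deposited table was -0.52. The bins at 1325001 to 1350000 and at 1300001 to 1325000 had 715 and 670 lost pairs. NDX itself lies at 1366053 to 1371557, entirely inside its bin. Whether the ndx1-4 allele changes the sequence at this place is not given in the sources used here.

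FLC (AT5G10140), a flowering-time gene that NDX is known to act on, spans a bin boundary on chromosome 5. Its bin at 3150001 to 3175000 had 14 gained and 2 lost pairs, and its bin at 3175001 to 3200000 had 15 gained and 1 lost. The medians of their log2 fold changes in the authors' deposited table were 0.59 and 0.64. Of these pairs, 14 in the first bin and 15 in the second were with the chromosome 1 region, so that 3 called pairs of these bins were not. The bins lie in a wider stretch of chromosome 5, at 3.1 to 3.425 Mb, with 182 gained pairs with that region. Its highest log2 fold change in the authors' deposited table (0.785) was at 3225001 to 3250000, outside the bins of FLC. These pairs are therefore not specific to FLC.

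**Figure D3:**
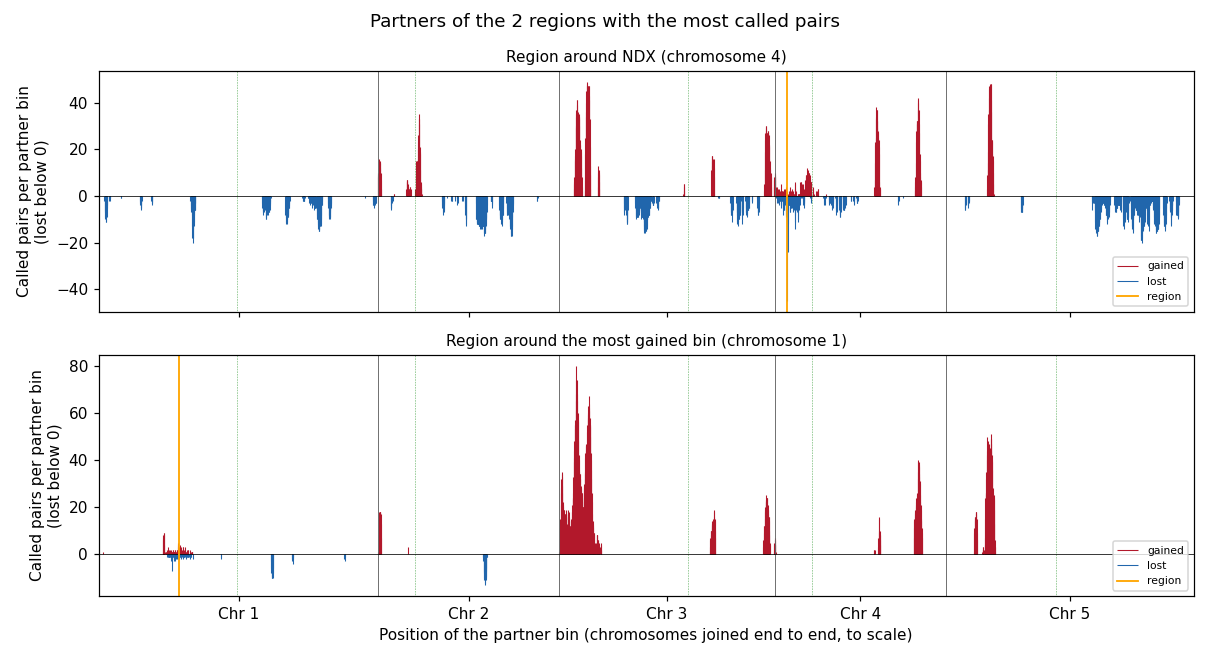
Number of called pairs per 25 kb partner bin (vertical axis; lost pairs drawn below 0) along the 5 chromosomes (horizontal axis, to scale) for the region around NDX on chromosome 4 and for the region around the most gained bin of chromosome 1. Gained pairs (red) form separate peaks on chromosomes 2, 3, 4 and 5 in both panels, and lost pairs (blue) of the region around NDX spread over all 5 chromosomes.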

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

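Leaving out the region around NDX, the chromosome 1 region or pairs near organelle-like bins, counting patches, and comparing shares in place of medians were tests chosen only after the results were seen. The other alternatives were fixed before. Of 67 alternative values, 42 were counted as unchanged. For a tested value this means the same direction and side of the threshold, for an untested one a value within its range, for a number of called pairs one within 1.5 times, and for the named pairs and bins the same ones.

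The count of 32257 called pairs fell to 19981 at an adjusted p of 0.01 and to 2085 with an absolute log2 fold change of at least 1, as stricter limits must. It fell to 19580 without the region around NDX and to 10573 without either region. Patches numbered 5721. The share of gained pairs rose from 63.6% to 70.3% at an adjusted p of 0.01, to 98.1% with an absolute log2 fold change of at least 1, to 70.5% without the 25% of pairs with the lowest abundance and to 75.4% without the region around NDX. It fell to 50.7% without the chromosome 1 region, to 57.2% without either region and to 61.2% without pairs near organelle-like bins. Over patches it was 44.3%, with 2363 gained and 3060 lost patches within chromosomes and 169 gained and 129 lost between them. Centring on the median of all pairs or of the distance class gave 49.998% and 49.995%, which centring on a median fixes by construction.

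The difference between pericentromeric and arm pairs within chromosomes (0.016) changed sign with windows of 5 Mb (-0.0136), with matching for distance (-0.0466), without chromosome 3 (-0.0191) and without chromosome 5 (-0.0066). Without chromosome 4 it was 0.779 with a permutation p of 0.0065. Over all its alternatives the p ran from 0.0065 to 0.916. The other medians and means that were positive ranged from 0.0059 to 0.771. The highest came from windows set by gene density and had a p of 0.163 in the permutation test. It lay at percentile 99.22 of the rotations, close to the 99.36 of the value without chromosome 4. The p counts rotations as far from 0 in either direction, and the rotations are not symmetric about 0, so p and percentile differ. The difference between pairs joining a window to an arm and arm pairs (0.89) was -0.0631 without chromosome 4 and -0.0581 without the region around NDX. Matching for distance or windows of 2 Mb left 0.0035 or 0.0855, but windows of 5 Mb gave 0.928 and windows set by gene density 0.819. None of the 14 alternatives for this difference passed a p of 0.05. This p also counts distance from 0, so it cannot flag a value that lies below rotations centred above 0. Without the region around NDX the rotations had a median of 0.83, and the difference lay at their percentile 7.22. That was the lowest percentile of the alternatives, and the highest was 89.72, with windows of 5 Mb. The cause was not tested beyond these exclusions.

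The median of pairs between chromosomes minus that within (0.12) was -0.0426 against pairs over 5 Mb apart, and 0.895 without either region. The cause was not tested. Spearman's rho of fold change with distance (0.292) was 0.0099 without chromosome 4 and 0.0774 without the region around NDX. Its other alternatives ranged from 0.0713, with only arm pairs, to 0.366. The 3 largest gains and the 3 largest losses were the same pairs when ranked by adjusted p or limited to an adjusted p of 0.01, and so were the 3 bins in the most gained and the 3 in the most lost pairs at the stricter limit.

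No paired analysis was possible because wild type has 1 library and the ndx1-4 libraries share 1 column. For the same reason leaving out an ndx1-4 library, a test on read counts and a filter on low counts were not run. A looser adjusted p of 0.1 and a new Benjamini-Hochberg adjustment were not run, since the table stops at 0.05 and has no unadjusted p. Limiting the classes to pairs past 0.05 changes nothing in a table of such pairs. What depth limits cannot be stated, since the reads behind a pair are unknown.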

Other observations

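All tests in this part were chosen only after the results were seen, except that the test of matrix balancing was laid down before its result, though its repeat away from organelle-like bins was not.

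The gained pairs of the region around NDX and of the chromosome 1 region lay in many of the same places. On chromosomes 2, 3 and 5, the region around NDX had 181 partner bins with at least 5 gained pairs and the chromosome 1 region had 286, and 140 were common to both. When the partner bins of one region were rotated along their chromosomes 10000 times, the median number in common was 18 and the highest 122, with a permutation p of 0.0001, the smallest these rotations can give. At several places the strongest partner was the same bin for both regions, among them chromosome 5 at 4800001 to 4825000, chromosome 3 at 16700001 to 16725000 and chromosome 4 at 15575001 to 15600000.

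Several technical explanations for this pattern meet values that argue against them as its whole cause. A change in read coverage around NDX would by itself move its pairs with other chromosomes in one direction, but 40.0% were gained and the rest lost. Whether these lost pairs are losses of their own stays open, since matrix balancing could spread gains in the region as losses over its other contacts. The same holds for the lost pairs of the bin of NDX. A change in coverage on chromosome 1 would move the pairs of the most gained bin alike, but their log2 fold changes in the authors' deposited table, all positive between chromosomes, ran from 0.41 to 2.08. A homozygous translocation to a single place would put gained pairs on 1 other chromosome, but each region had them on 4 other chromosomes. The highest ndx1-4 interaction frequency of such a pair in the authors' deposited table was 36.9 for the region around NDX, where wild type had 24.4, and 4.96 for the chromosome 1 region, where wild type had 1.01. The first of these pairs joins chromosome 4 at 1575001 to 1600000 to the organelle-like bin of chromosome 2 at 3175001 to 3200000. The median of called pairs within chromosomes 0.1 to 1 Mb apart was 83.9 in ndx1-4, also in the authors' deposited table. Organelle-like sequence in the partner bins is argued against by the 0% of shared partner bins near organelle-like bins, against 3.15% of other bins. Repeats shared between nuclear bins stay open. The median of 1.16% repeated 31-mers in the shared partner bins was below the 2.40% of other bins, but at percentile 23.75 of rotated positions it lay within their spread. Partner places differed in repeats. For the region around NDX, the peak bins of chromosome 3 at 3075001 to 3100000 and 1925001 to 1950000 held 1.81% and 0.53%. Their log2 fold changes in the authors' deposited table were 2.43 and 2.17. For the chromosome 1 region, the peak bin at 1975001 to 2000000 of chromosome 3 (2.30) held 0.32%. The next highest peak, 2.03 on chromosome 3 at 22550001 to 22575000 for the region around NDX, held 26.4%. High fold changes thus did not go with few repeats throughout. Among the other peak bins, chromosome 5 at 4800001 to 4825000 held 2.5%. Chromosome 3 held 24.1% at 16700001 to 16725000 and 23.1% at 22500001 to 22525000, and chromosome 2 held 20.4% at 4275001 to 4300000.

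A local effect of the mutant allele at NDX is a candidate explanation for the chromosome 4 part, since the bin of NDX ranks 1 of all bins by called pairs. That rank comes from its 752 lost pairs, and by gained pairs (228) it ranks 18. An insertion at NDX could bring contacts that loss of the NDX product does not, and with 1 allele these cannot be told apart. A second lesion on chromosome 1 may accompany it there, but 0 called pairs join the regions and no value in the table places an insertion or a rearrangement, so this stays open. In Arabidopsis, a set of far-apart loci that contact each other in the nucleus and draw in inserted transgenes has been described. Whether the 140 shared partner bins belong to it was not tested, because their positions were not among the sources used here. A role of NDX itself at these places, and a difference between seed stocks, also stay open as untested.

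Gained pairs between chromosomes that lie more than 1.5 Mb from NDX and from the most gained bin formed a separate set. There were 2334 of them beside 665 lost pairs. Their largest patches shared an end on chromosome 2, at about 2.8 to 3.6 Mb. The largest joined it to chromosome 4 at 5.05 to 5.7 Mb (400 pairs). Those with chromosome 3 lay at 13.275 to 13.775 Mb (273) and 7 to 7.225 Mb (129). The one with chromosome 1 lay at 10.825 to 11.125 Mb (124). Pairs of a patch are not separate observations, so the values below rest on fewer places than pairs. Of the gained pairs, 82.5% had an end near an organelle-like bin and 25.4% had both ends near one, whereas 2.26% of the lost pairs had an end near one. Bins near organelle-like sequence are 2.35% of all bins. Rotating the organelle-like positions gave a median of 2.31% and a highest value of 82.3%, with a permutation p of 0.0001, the smallest these rotations can give. A rotation by a small offset leaves the positions almost in place. Pericentromeric position alone is argued against, since pericentromeric bins away from organelle-like bins had a mean of 1.15 such pairs, against 35 for those near them. Position counted too, since arm bins had a mean of 4.54 near organelle-like bins and 0.239 away from them, below the pericentromeric means in both cases. Organelle-derived reads on nuclear copies are a candidate explanation, as would follow if the libraries differed in their content of organelle DNA. Of 7 bins at which these pairs peak, 3 are near organelle-like bins, chromosome 3 at 13525001 to 13550000 with 150 pairs, chromosome 2 at 3175001 to 3200000 with 98 and chromosome 3 at 7100001 to 7125000 with 45. The other 4 are not. Over all ends of these pairs that are not near such a bin, 61.9% had the other end near one. This applied to 28 of 29 pairs of chromosome 1 at 10925001 to 10950000, to 22 of 28 at 12700001 to 12725000, to 16 of 22 of chromosome 3 at 20600001 to 20625000 and to 31 of 70 of chromosome 4 at 5550001 to 5575000. A change in contacts of these places in ndx1-4 stays open.

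Few called pairs joined the shared partner bins to each other. Among 171 such bins on all chromosomes there were 50 called pairs between chromosomes and away from both regions, and 47 of them were lost, in 11 of 12 patches. Matrix balancing could spread a gain at the regions as losses over the other contacts of the same bins. Pairs of these bins with other bins were lost in 55.3% of 807 cases, and pairs of other bins with each other in 7.02% of 2479. The latter share is low because of the gained pairs near organelle-like bins. Away from such bins the shares were 64.0% of 673 and 31.8% of 548. Balancing and a specific loss cannot be told apart without the matrices before balancing.

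Neighbouring called pairs between chromosomes had nearly equal values. Over 20020 neighbours, 0% differed in direction, and the median difference in log2 wild-type interaction frequency from the authors' deposited table was 0.026. If the values were unsmoothed counts, differences this small would need about 2894 reads per pair, or 2.61e+10 reads over the 9018618 possible pairs between chromosomes. Within chromosomes at 0.1 to 1 Mb, 30.2% of 722 neighbours differed in direction, but 0% of 549 did at 1 to 5 Mb and 0% of 1726 beyond 5 Mb. This is consistent with smoothing of sparse parts before the test, in which case the number of called pairs between chromosomes and more than 1 Mb apart within them overstates the number of separate differences. The headers and labels do not record such a step.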
